A study of Homo sapiens with 24 samples.

How the data were processed

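RNA from 24 human cell-line samples in 12 groups of 2 was analysed. Per the labels' protocols, cells received siRNAs or tetracycline for 48 h, total RNA was extracted with TRIzol, the molecule is given as polyadenylated RNA, and libraries were made with the QuantSeq 3′ mRNA-Seq kit in its REV version, which reads transcripts from their 3′ ends. The values deposited by the authors are whole-number counts of reads per gene name, one table per sample, with 58138 gene names and 5 closing rows for reads outside genes, ambiguous reads and reads without a unique position. Neither the labels nor the tables state the aligner, the counting program, the genome build, the annotation or any filter. The 5 closing rows were not tested as genes. A gene name stands for the identifier, as the tables hold no other.

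Groups were taken from the labels of knockdown, cell line, condition and title. The 16 HEK293T samples form 8 groups: control siRNA, RPRD1A_KD, RPRD1B_KD, RPRD2_KD, RPRD1A_RPRD1A_KD, RPRD1A_RPRD2_KD, RPRD1B_RPRD2_KD and RPRD1A_RPRD1B_RPRD2_KD. The label of the group written RPRD1A_RPRD1A_KD names RPRD1A in both positions, and it was kept as labelled. The 8 Flp-In T-REx 293 samples form 4 groups: FLP and RPRD1B_FL without tetracycline, and FLP_TET and RPRD1B_FL_TET with it. The labels do not explain FL, and it is not interpreted. The replicate numbers 1 and 2 come from the sample titles, and the pairing of same-numbered samples across groups rests on those numbers alone.

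Counts were analysed in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1). All samples of one cell line entered one fit with a coefficient per group. Genes were kept by filterByExpr on the group (minimum count 10, minimum total count 15), library sizes were scaled by the TMM method, and groups were compared by the quasi-likelihood test (estimateDisp, glmQLFit, glmQLFTest). A gene was called when its Benjamini-Hochberg adjusted p was under 0.05. Standard errors (SE) of log2 fold changes are the absolute log2 fold change over the square root of the quasi-likelihood F. CPM stands for edgeR's counts scaled to TMM library sizes, and SD is over the 2 samples of a group. Interactions compare the effect of a combined group with the sum of the single effects on the log2 scale, or the tetracycline effect in one line with that in the other. For RPRD1A, RPRD1B and RPRD2, fixed as a list before the data were examined, p was also adjusted over the 3 genes alone. Correlations of log2 fold changes are Spearman's, across genes, which are not independent replicates. Those between knockdown groups used log2(CPM + 1) over genes with a mean CPM of 10 or more, and each side was given its own control sample, because a shared control adds its noise to both sides. Those between other comparisons used the edgeR log2 fold changes of all genes tested in both. Whether replicate numbers pair the samples was checked by Pearson's correlation, across genes with a mean CPM of 10 or more, of the deviations of same-numbered samples from their group means.

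Genes named in the text are RPRD1A, RPRD1B and RPRD2 in all groups; for each comparison of a pair of groups, up to 2 rising and 2 falling called genes with the largest log2 fold change whose samples do not overlap between the groups and whose higher group has a mean CPM of 10 or more; and up to 5 genes called in the same direction in the largest number of the 7 knockdown comparisons. Any other gene named was chosen after its values were seen.

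Total counts in genes ranged from 1817246 to 3531106 per sample. At these depths, 3 counts, used as the floor of detection, correspond to 0.85 to 1.65 CPM. The kit's reads carry no molecular identifier in the tables, so counting intervals and floors cover counting error only. No spike-in was analysed here, so a change of all transcripts together would be removed by the scaling. Reads of an introduced RPRD1B gene are counted under RPRD1B only where they fall in the annotation the authors used, which was not examined here.

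The alternatives fixed before the data were examined were RLE size factors, DESeq2 1.42.0, no filter on low counts, a mean count of 50 or more, a fit of only the compared groups, the replicate number as a block, an absolute log2 fold change of 1 or more, and leaving out each sample in turn. After the data were seen, DESeq2 without its independent filtering, a GC correction (a lowess curve with span 0.3 of each sample's log2 deviation on transcript GC content, added as an offset), the same with the replicate block, omission of the second RPRD1A_RPRD2_KD library, the same with the replicate block, and a block with crossed replicate numbers were added. GENCODE release 29 was used only for the chromosome, gene order and transcript GC content of a gene name. Of the 58138 names, 54814 matched a single gene there. The short and long arm of chromosome 5 were taken as the genes before and after its widest interval without an annotated gene. No coordinates are given, as the authors' build is not stated. Genes that share sequence with a near copy, or overlap another gene, are uncertain, since how the authors' counting treated strand and overlaps is not stated.

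The scripts were tested on simulated counts drawn from negative binomial distributions with the real gene means, dispersions and library sizes, with 200 genes changed in one group and no replicate batch. Of the 197 changed genes that passed the filter in the HEK293T layout, 55.8% were called, with 3 false calls among 11638 genes. In the Flp-In layout 75.9% of 195 were called, with 13 false calls among 11769 genes. Among genes changed 4-fold the shares were 84.5% and 92.8%. With a GC-dependent bias added to one group, false calls numbered 1142 among 11651 genes in the HEK293T layout and 2525 among 11756 genes in the Flp-In layout, and 12 and 9 with the GC correction.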

Results

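The series was designed to ask how the RPRD proteins (RPRD1A, RPRD1B and RPRD2) affect how much RNA accumulates at steady state. Their messenger RNAs were lowered with small interfering RNAs (siRNAs) in HEK293T cells, a human embryonic kidney line, in 7 silenced groups and a control siRNA group of 2 samples each. RPRD1B was studied in Flp-In T-REx 293 cells, a derivative of the same kidney line built so that an inserted gene can be switched on by tetracycline. The parent line and a line labelled RPRD1B_FL were each analysed with tetracycline (FLP_TET, RPRD1B_FL_TET) and without it (FLP, RPRD1B_FL), again with 2 samples per group. Counts came from QuantSeq 3′ libraries, in which reads lie at the 3′ ends of polyadenylated transcripts. Total counts in genes ranged from 1817246 to 3135625 in HEK293T samples and from 2342969 to 3531106 in Flp-In samples, with 15975 to 17093 and 16816 to 17763 genes detected. The 10 most abundant genes took 7.56% to 9.74% of the counts. The chi-square per degree of freedom between the samples of a group lay between 2.01 and 10.7, so no pair agreed within sampling noise.

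The libraries differed in ways the groups did not explain. In HEK293T cells the first principal component (29.3% of the variance) set the second RPRD1A_RPRD2_KD library, at -52.1, apart from the other 15, at -2.6 to 11.3. The second component (20.3%) separated replicate numbers 1 and 2 in the other 7 groups. Deviations of same-numbered samples from their group means correlated with a mean r of 0.33 across 8810 genes over the 28 pairs of groups (-0.013 to 0.52), so the replicate number carried a batch. In the Flp-In cells the mean r was -0.018 over 6 pairs (-0.35 to 0.46) across 8719 genes. There the libraries differed in how expression followed the GC content of transcripts, with correlations across genes from -0.55 to 0.62. In HEK293T cells these correlations ranged from -0.23 to 0.12, except for 0.45 in the second RPRD1A_RPRD2_KD library.

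**Figure D1:**
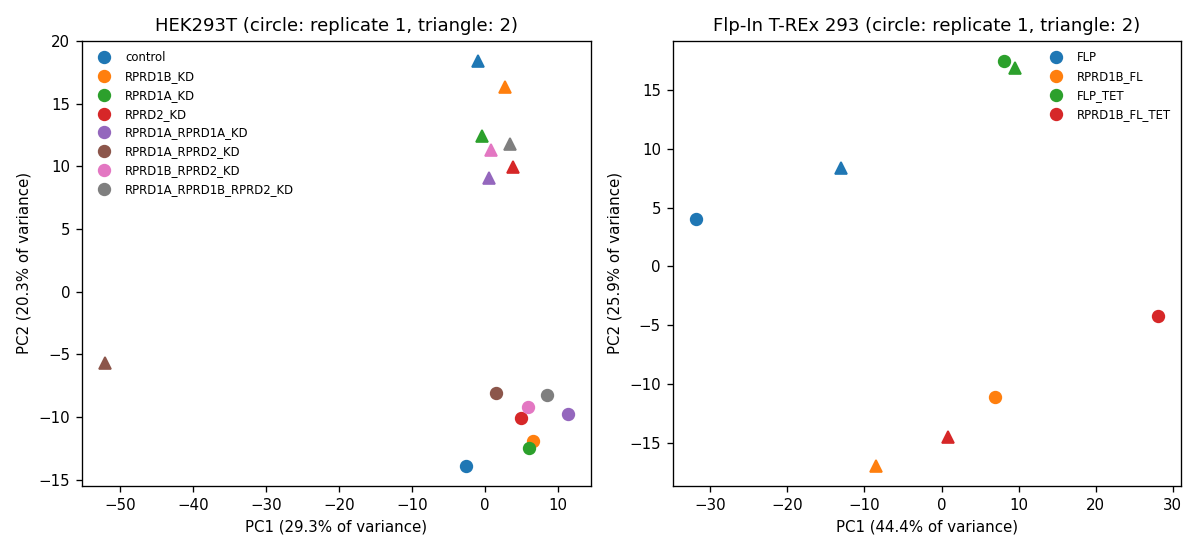
Principal components of log2 CPM (counts scaled to library size), HEK293T samples on the left and Flp-In T-REx 293 samples on the right, with the percentage of variance on each axis, a colour per group, circles for replicate 1 and triangles for replicate 2. The second RPRD1A_RPRD2_KD library lies at -52.1 on the first HEK293T component, and the other 15 lie between -2.6 and 11.3.

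**Figure D2:**
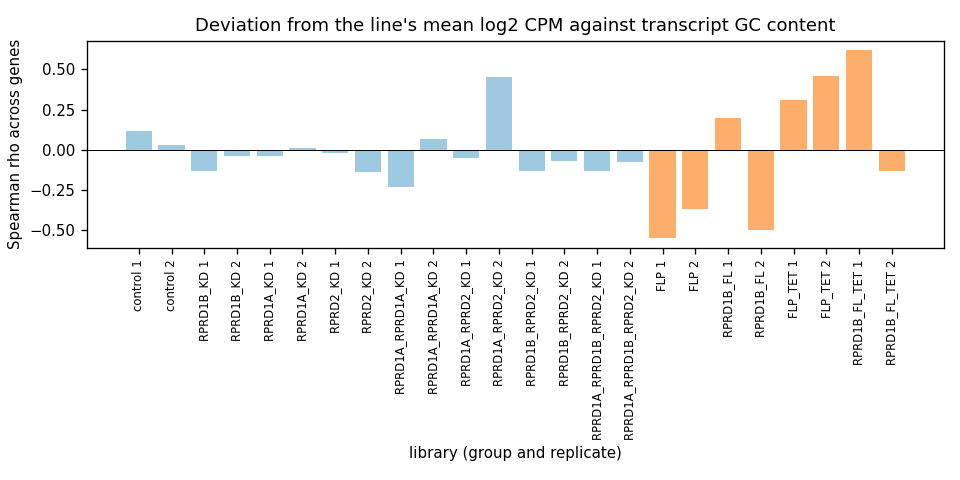
Spearman correlation across genes between each library's deviation from the mean log2 CPM of its cell line and transcript GC content, with a bar per library, HEK293T in blue and Flp-In T-REx 293 in orange. Flp-In libraries range from -0.55 to 0.62, and the second RPRD1A_RPRD2_KD library stands at 0.45.

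The targeted genes were examined first in every group. RPRD1A (chromosome 18) was at 161 ± 6.8 CPM (counts scaled to library size; SD, n = 2) in the control and at 20.2 ± 4.6 CPM (SD, n = 2) in RPRD1A_KD, which is 12.5% of the control. It was at 21.1 ± 9 CPM (SD, n = 2) in RPRD1A_RPRD1A_KD, 19.4 ± 0.42 CPM (SD, n = 2) in RPRD1A_RPRD2_KD and 26.4 ± 1.6 CPM (SD, n = 2) in RPRD1A_RPRD1B_RPRD2_KD. RPRD1B (chromosome 20) was less abundant, at 28.4 ± 0.18 CPM (SD, n = 2) in the control, from 50 and 62 counts. It was at 8.35 ± 3.1 CPM (SD, n = 2) in RPRD1B_KD (29.4%), 7.74 ± 5.3 CPM (SD, n = 2) in RPRD1B_RPRD2_KD and 10.6 ± 5.9 CPM (SD, n = 2) in RPRD1A_RPRD1B_RPRD2_KD. In the group labelled RPRD1A_RPRD1A_KD, whose label does not name RPRD1B, it was at 11.2 ± 4.3 CPM (SD, n = 2), or 39.4% of the control. RPRD2 (chromosome 1) was at 100 ± 2.4 CPM (SD, n = 2) in the control and 32.9 ± 2.6 CPM (SD, n = 2) in RPRD2_KD (32.8%). It was at 48.1 ± 1.5 CPM (SD, n = 2) in RPRD1A_RPRD2_KD, 43.3 ± 4.8 CPM (SD, n = 2) in RPRD1B_RPRD2_KD and 61.6 ± 12 CPM (SD, n = 2) in RPRD1A_RPRD1B_RPRD2_KD, and its mean lay between 96.8 and 102 CPM in the groups whose labels do not name it.

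**Figure D3:**
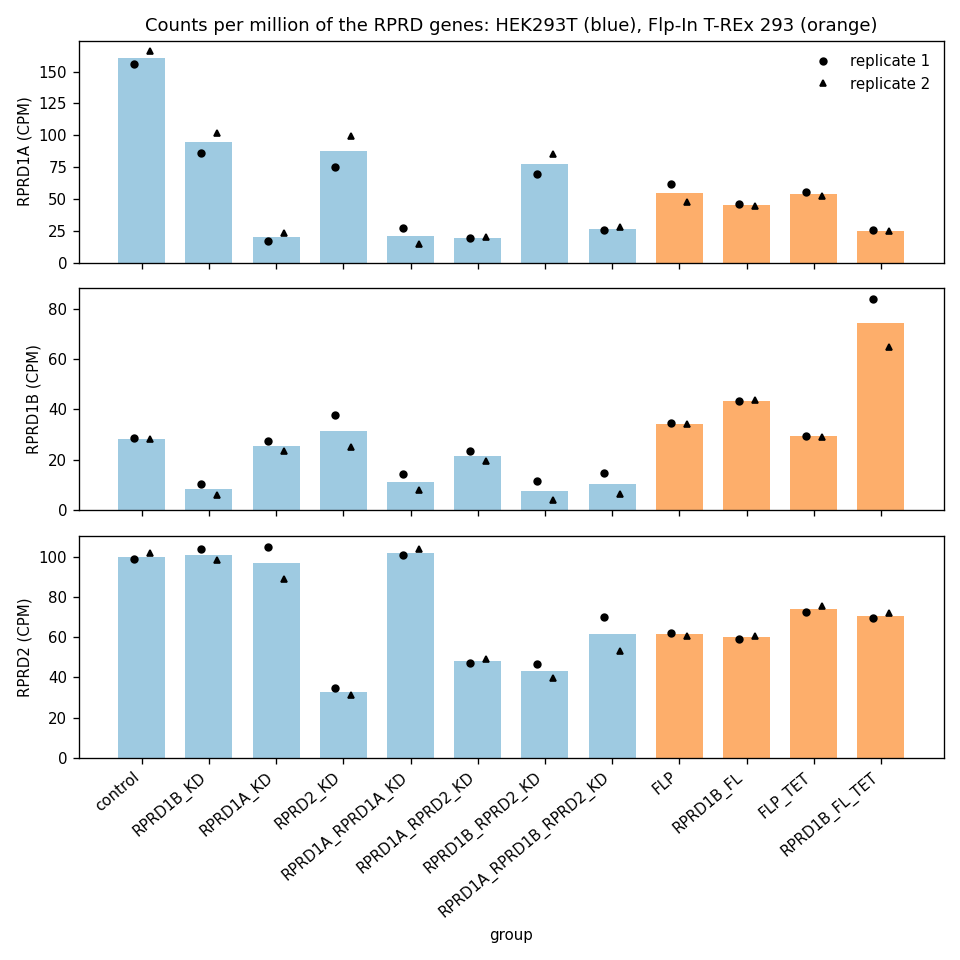
CPM (counts scaled to library size) of RPRD1A, RPRD1B and RPRD2 in each group, with bars for the mean and points for the 2 replicates, HEK293T in blue and Flp-In T-REx 293 in orange. Each gene is lower than in the control in all HEK293T groups whose labels name it, and RPRD1B is highest in RPRD1B_FL_TET, at 83.9 and 64.6 CPM.

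These differences were tested with edgeR's quasi-likelihood test, adjusting p by the Benjamini-Hochberg method over all 11834 genes tested or over the 3 RPRD genes. RPRD1A fell by 2.98 on the log2 scale in RPRD1A_KD (SE 0.25), with an adjusted p of 1.94e-05 over all genes and 4.92e-09 over the 3 genes. RPRD2 fell by 1.61 in RPRD2_KD (SE 0.19), with adjusted p of 0.0017 and 4.41e-07. RPRD1B fell by 1.77 in RPRD1B_KD (SE 0.42), which passed over the 3 genes (adjusted p 0.0017) but not over all genes (adjusted p 1). With the replicate number as a block (mean pairing r 0.33), the adjusted p over all genes were 1.66e-07, 5.10e-05 and 0.047. In the combined groups labelled with RPRD1A, its log2 fold change was -2.97 in RPRD1A_RPRD1A_KD, -3.05 in RPRD1A_RPRD2_KD and -2.60 in RPRD1A_RPRD1B_RPRD2_KD, with adjusted p over all genes of 2.49e-05, 1.65e-05 and 0.00012 (2.44e-07, 1.44e-07 and 1.41e-06 with the block). RPRD1B changed by -1.80 in RPRD1B_RPRD2_KD and -1.45 in RPRD1A_RPRD1B_RPRD2_KD, with adjusted p of 0.0006 and 0.0032 over the 3 genes and 1 over all genes (0.023 and 0.096 with the block). With one library left out, the RPRD1B changes ranged from -2.81 to -1.3 in RPRD1B_RPRD2_KD and from -2.12 to -0.937 in RPRD1A_RPRD1B_RPRD2_KD. RPRD1A was also lower in the groups whose labels do not name it. Its log2 fold change was -0.77 in RPRD1B_KD, -0.88 in RPRD2_KD and -1.06 in RPRD1B_RPRD2_KD, with adjusted p over the 3 genes of 0.0043, 0.0016 and 0.00032, and over all genes of 1, 1 and 0.63 (0.47, 0.11 and 0.033 with the block). With the block and without the second RPRD1A_RPRD2_KD library, an alternative chosen after seeing the data, they were 0.00056, 3.06e-05 and 5.34e-07 over all genes. RPRD1B fell by 1.38 in the group labelled RPRD1A_RPRD1A_KD (SE 0.42; adjusted p 0.0062 over the 3 genes, 1 over all genes, and 0.12 over all genes with the block), and by 0.16 in RPRD1A_KD (adjusted p 0.75 over the 3 genes). Of the RPRD2 falls in combined groups, -1.06 in RPRD1A_RPRD2_KD, -1.21 in RPRD1B_RPRD2_KD and -0.71 in RPRD1A_RPRD1B_RPRD2_KD, the adjusted p over all genes were 0.12, 0.028 and 0.89, and 0.0044, 0.0014 and 0.11 with the block. Over the 3 genes they were 3.08e-05, 1.41e-05 and 0.0016. The alternative with the block and without the second RPRD1A_RPRD2_KD library also moved other falls under the threshold over all genes. These were RPRD1B in RPRD1A_RPRD1A_KD, and RPRD1B and RPRD2 in RPRD1A_RPRD1B_RPRD2_KD.

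To ask which other transcripts depend on each RPRD protein, every silenced group was compared with the control. Few genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and all of them were lower than in the control. RPRD1A alone was called in RPRD1A_KD, GIPC1 alone in RPRD1B_KD, RPRD2 alone in RPRD2_KD and RPRD1A alone in RPRD1A_RPRD2_KD. GIPC1 and RPRD1A were called in RPRD1A_RPRD1A_KD and in RPRD1A_RPRD1B_RPRD2_KD, and GIPC1 and RPRD2 in RPRD1B_RPRD2_KD. The genes with an unadjusted p under 0.05 numbered from 297 to 837 per comparison, and 591.7 would be given by chance. With the replicate number as a block (mean pairing r 0.33) they numbered from 602 to 1539, above 591.7 in all 7 comparisons. With the block 1 gene was called in RPRD1A_KD, 2 in RPRD1B_KD, 2 in RPRD2_KD, 9 in RPRD1A_RPRD1A_KD, 13 in RPRD1A_RPRD2_KD, 5 in RPRD1B_RPRD2_KD and 8 in RPRD1A_RPRD1B_RPRD2_KD. In the 6 groups other than RPRD1A_RPRD2_KD, the alternative that moved these counts most, chosen after seeing the data, omitted the second RPRD1A_RPRD2_KD library and used the replicate block. It called 40 genes in RPRD1A_KD, 73 in RPRD1B_KD and 167 in RPRD2_KD. In RPRD1A_RPRD2_KD the count moved most without a filter on low counts, to 87. Of these genes 84 were lower, a direction that the outlying library of this group could give.

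GIPC1 (chromosome 19) was at 191 ± 19 CPM (SD, n = 2) in the control and 51.6 ± 6.2 CPM (SD, n = 2) in RPRD1B_KD, a log2 fold change of -1.89 (SE 0.20) with an adjusted p of 0.00065 in edgeR's quasi-likelihood test, and of 1.91e-06 with the replicate block (mean pairing r 0.33). It was at 67.6 ± 14 CPM (SD, n = 2) in RPRD1B_RPRD2_KD, 64.7 ± 15 CPM (SD, n = 2) in RPRD1A_RPRD1B_RPRD2_KD and 67.4 ± 3.5 CPM (SD, n = 2) in the group labelled RPRD1A_RPRD1A_KD. The log2 fold changes were -1.49, -1.57 and -1.50, with adjusted p of 0.014, 0.0041 and 0.0067, and of 7.94e-05, 1.91e-05 and 4.77e-05 with the block. With the GC correction the fall kept an adjusted p of 0.0095 in RPRD1B_KD, and the adjusted p became 0.082, 0.064 and 0.097 in those 3 groups. With the GC correction and the block together GIPC1 was called in all 4 groups. In the other 3 silenced groups its mean lay between 144 and 164 CPM, with log2 fold changes from -0.41 to -0.22 that were not called.

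Whether the effect of a combined knockdown differed from the sum of the single effects was tested as an interaction in edgeR's quasi-likelihood test. No gene was called for RPRD1A with RPRD2, with 850 genes at an unadjusted p under 0.05, nor for RPRD1B with RPRD2, with 390. With the replicate block (mean pairing r 0.33) the counts were again 0, with 1630 and 759 genes at an unadjusted p under 0.05. For RPRD1A itself the interaction with RPRD2 was 0.81 (SE 0.36) and for RPRD2 it was 0.61 (SE 0.26). Both had an adjusted p of 0.057 over the 3 genes and of 0.031 with the block, against 0.69 and 0.68 over all genes. Without a filter on low counts 41 genes were called for RPRD1A with RPRD2, and with the second RPRD1A_RPRD2_KD library omitted and the replicate block 139 were called for RPRD1B with RPRD2.

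The knockdown groups were then compared by their log2 fold changes across 8810 genes, which are not independent replicates. With separate control samples on each side, the median Spearman correlation over the 21 pairs of silenced groups was 0.092 (-0.085 to 0.17). All 6 pairs with RPRD1A_RPRD2_KD, the group with the outlying library, were negative (-0.085 to -0.039), and the other 15 were positive (0.025 to 0.17). Between the 2 replicates of one group it ranged from -0.11, in RPRD1A_RPRD2_KD, to 0.21 with a median of 0.16. With both control samples shared by both sides, the alternative that moved it most, the median was 0.56. The log2 fold changes against the control correlated with transcript GC content with a rho of 0.22 in RPRD1A_RPRD2_KD. In the other 6 silenced groups the rho ranged from -0.14 to -0.091. GC trends could give the signs of the 21 correlations, and no GC-corrected correlation is given. The positive pairs therefore do not establish a shared effect of silencing.

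In the Flp-In cells RPRD1B was at 34.4 ± 0.38 CPM (SD, n = 2) in FLP, 29.4 ± 0.19 CPM (SD, n = 2) in FLP_TET, 43.5 ± 0.47 CPM (SD, n = 2) in RPRD1B_FL and 74.2 ± 14 CPM (SD, n = 2) in RPRD1B_FL_TET. RPRD1A was at 54.5 ± 10, 53.8 ± 2.4, 44.9 ± 1 and 24.9 ± 0.75 CPM (SD, n = 2) in the same order, and RPRD2 at 61.5 ± 1.1, 73.8 ± 2.2, 59.9 ± 0.77 and 70.7 ± 1.7 CPM (SD, n = 2). In RPRD1B_FL_TET against FLP_TET, RPRD1B was higher by 1.34 on the log2 scale (SE 0.19) and RPRD1A had a log2 fold change of -1.11 (SE 0.20), with adjusted p of 0.00032 and 0.0046 over all 11948 genes in edgeR's quasi-likelihood test, and of 1.21e-06 and 2.21e-05 over the 3 genes. With the replicate block (pairing r 0.029) the adjusted p over all genes were 0.00055 and 0.0055. RPRD1A lies on chromosome 18, whose 178 tested genes had a median log2 fold change of -0.26 in this comparison. Within the RPRD1B_FL line, tetracycline changed RPRD1B by 0.78 and RPRD1A by -0.85, each with an adjusted p of 0.00067 over the 3 genes, and of 0.40 and 0.44 over all genes (block, pairing r 0.457: 0.00082 for each over the 3 genes). Without tetracycline the lines differed by 0.34 for RPRD1B and -0.27 for RPRD1A (adjusted p 0.24 for each over the 3 genes, 0.47 and 0.56 over all genes, and 0.25 for each over the 3 genes with the block, pairing r -0.272). In the parent line tetracycline changed them by -0.23 and -0.01 (adjusted p 0.40 and 0.95 over the 3 genes, and 0.40 and 0.96 with the block, pairing r 0.0779). The difference between the tetracycline effects of the lines was 1.00 for RPRD1B (SE 0.27) and -0.84 for RPRD1A (SE 0.27), with adjusted p of 0.0037 and 0.0087 over the 3 genes, 0.99 for both over all genes, and 0.0049 and 0.0093 over the 3 genes with the block.

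The RPRD1B_FL line was compared with the parent line under tetracycline to ask which transcripts change with raised RPRD1B, and without tetracycline as its background. With tetracycline 133 genes were called in edgeR's quasi-likelihood test, 27 higher and 106 lower, and 121 with the replicate block (24 higher, 97 lower; pairing r 0.029). Without tetracycline 141 genes were called, 27 higher and 114 lower, and 126 with the block (20 higher, 106 lower; pairing r -0.272). Because that r was negative, the block was also fitted with crossed numbers, chosen after seeing the data, which called 462 genes (164 higher, 298 lower), and 262 with tetracycline (80 higher, 182 lower). The alternative that moved the count with tetracycline most, also chosen after seeing the data, was the GC correction with the replicate block, with 268 genes. The lists shared 69 genes, all in the same direction, and all 133 and all 141 genes had the same direction in the other comparison. Across all tested genes, which are not independent replicates, the Spearman correlation of the log2 fold changes was 0.35. The tetracycline effect differed between the lines at an unadjusted p under 0.05 (edgeR's quasi-likelihood test) in 20 of the 133 genes. Of these, 16 were called only with tetracycline. Each genotype is a single line, so the p values measure spread between libraries of these lines. A call with tetracycline is therefore not by itself a response to raised RPRD1B.

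Among the named genes of these comparisons, CEBPE (chromosome 14) had 0 counts in the RPRD1B_FL line against 89.9 ± 11 CPM (SD, n = 2) in FLP_TET and 105 ± 12 CPM (SD, n = 2) in FLP, at least 76.3-fold and at least 97.5-fold lower, with adjusted p of 7.35e-11 and 2.12e-11 in edgeR's quasi-likelihood test. GSTP1 (chromosome 11) was at 1 ± 0.4 CPM (SD, n = 2) in RPRD1B_FL_TET and 142 ± 3.8 CPM (SD, n = 2) in FLP_TET, at least 120-fold lower (adjusted p 2.82e-12). LCP1 (chromosome 13) had 0 counts in RPRD1B_FL and 47.7 ± 11 CPM (SD, n = 2) in FLP, at least 44.2-fold lower (adjusted p 2.53e-08). ID1 (chromosome 20) was at 46.8 ± 5.7 CPM (SD, n = 2) in RPRD1B_FL_TET and 14.8 ± 1.6 CPM (SD, n = 2) in FLP_TET, a log2 fold change of 1.66 (SE 0.22, adjusted p 0.00012), and it was higher by 1.71 without tetracycline (SE 0.22, adjusted p 0.0001). CGA (chromosome 6) was at 14.8 ± 0.91 CPM (SD, n = 2) in RPRD1B_FL_TET and 3.54 ± 0.84 CPM (SD, n = 2) in FLP_TET, a log2 fold change of 2.06 (SE 0.35, adjusted p 0.0025). Without tetracycline its log2 fold change was 1.63 (SE 0.36, adjusted p 0.021), which DESeq2 did not call (adjusted p 0.095). With the replicate block (pairing r 0.029 with tetracycline and -0.272 without) each of these calls was kept, the largest adjusted p being 0.028 for CGA.

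The genes called lower were unevenly spread over the chromosomes. Without tetracycline 40 of the 105 tested genes on chromosome 21 were called lower, as were 22 of 90 on the short arm of chromosome 5, against 7 of 461 on its long arm and 40 of 11094 on the chromosomes other than 5 and 21. With tetracycline the numbers were 33, 16, 4 and 51. The median log2 fold change of chromosome 21 genes was -0.73 without and -0.70 with tetracycline, and that of the short arm of chromosome 5 was -0.52 in both. None of 10000 random lists of as many genes, matched for mean expression, had so low a median in any of these 4 cases. These regions were chosen after their values were seen, and the lists do not account for that choice. Smaller shifts were seen elsewhere. Chromosome 18 had a median of -0.27 without and -0.26 with tetracycline, and chromosome 6 of 0.12 and 0.15.

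**Figure D4:**
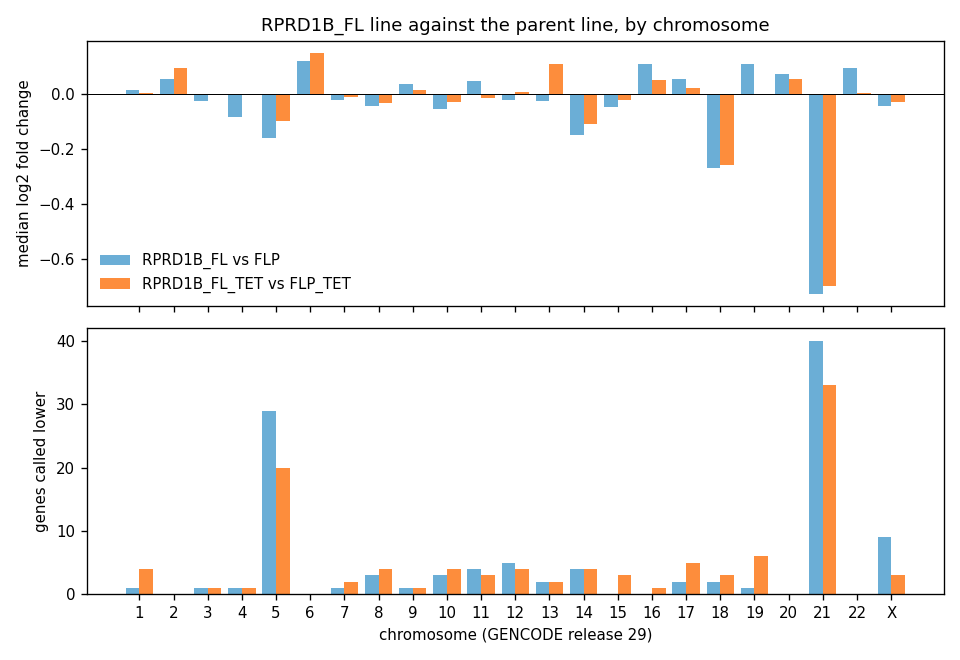
Median log2 fold change of the tested genes (upper panel) and number of genes called lower (lower panel) per chromosome in the RPRD1B_FL line against the parent line, without tetracycline in blue and with it in orange. Chromosome 21 has medians of -0.73 and -0.70, with 40 and 33 genes called lower, and chromosome 5 has 29 and 20.

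The effect of tetracycline was tested within each line. In the parent line 122 genes were called in edgeR's quasi-likelihood test, 27 higher and 95 lower, and 2711 genes had an unadjusted p under 0.05. With the replicate block (pairing r 0.0779) 1 gene was called, with 2567 genes at an unadjusted p under 0.05. Many adjusted p lay close to the threshold, as in KDM8 (chromosome 16), which was at 17.2 ± 1.5 CPM (SD, n = 2) with and 6.52 ± 0.97 CPM (SD, n = 2) without tetracycline, a log2 fold change of 1.38 (SE 0.29) with adjusted p of 0.044 and, with the block, 0.056. NBEAL2 (chromosome 3) was higher by 1.34 (SE 0.31) with adjusted p of 0.047 and 0.056, and ANKRD12 (chromosome 18) had a log2 fold change of -1.56 (SE 0.30) with 0.044 and 0.055. AC093297.3, whose name matched no single gene in GENCODE release 29, had a log2 fold change of -2.24 (SE 0.36) with 0.033 and 0.049. DESeq2's independent filtering gave none of these 4 genes an adjusted p. Without that filtering, an alternative chosen after seeing the data, the adjusted p of DESeq2 were 0.076, 0.11, 0.051 and 0.034 in the same order. The alternative that moved the count most was the block with crossed numbers in the RPRD1B_FL groups, chosen from these same values, which called 1623 genes (826 higher, 797 lower), and a fit of only the compared groups called 1273 (631 higher, 642 lower). The log2 fold changes correlated with transcript GC content across genes with a Spearman's rho of 0.55, and the median GC content was 40.2% in the genes called lower and 61.6% in those called higher, against 47.9% in all.

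In the RPRD1B_FL line tetracycline gave 0 called genes, with 733 at an unadjusted p under 0.05, and 0 with the replicate block (pairing r 0.457), with 676. That block assumes one replicate effect in all 4 groups, while the pairing r between the lines without tetracycline was -0.272. With crossed numbers, chosen after seeing the data, 4 genes were called and 1183 had an unadjusted p under 0.05. The GC correction called 3 genes and the fit without a filter on low counts 6. Its log2 fold changes correlated with GC content with a rho of 0.44, and with those of the parent line with a Spearman correlation of 0.44, both across genes, which are not independent replicates. Of the 122 genes called in the parent line 116 had the same direction. No gene was called over all genes tested for a difference of the tetracycline effect between the lines, with 477 genes at an unadjusted p under 0.05, and 453 with the replicate block and again 0 calls. With crossed numbers 865 genes had an unadjusted p under 0.05, where chance would give 597.4, and none was called.

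**Figure D5:**
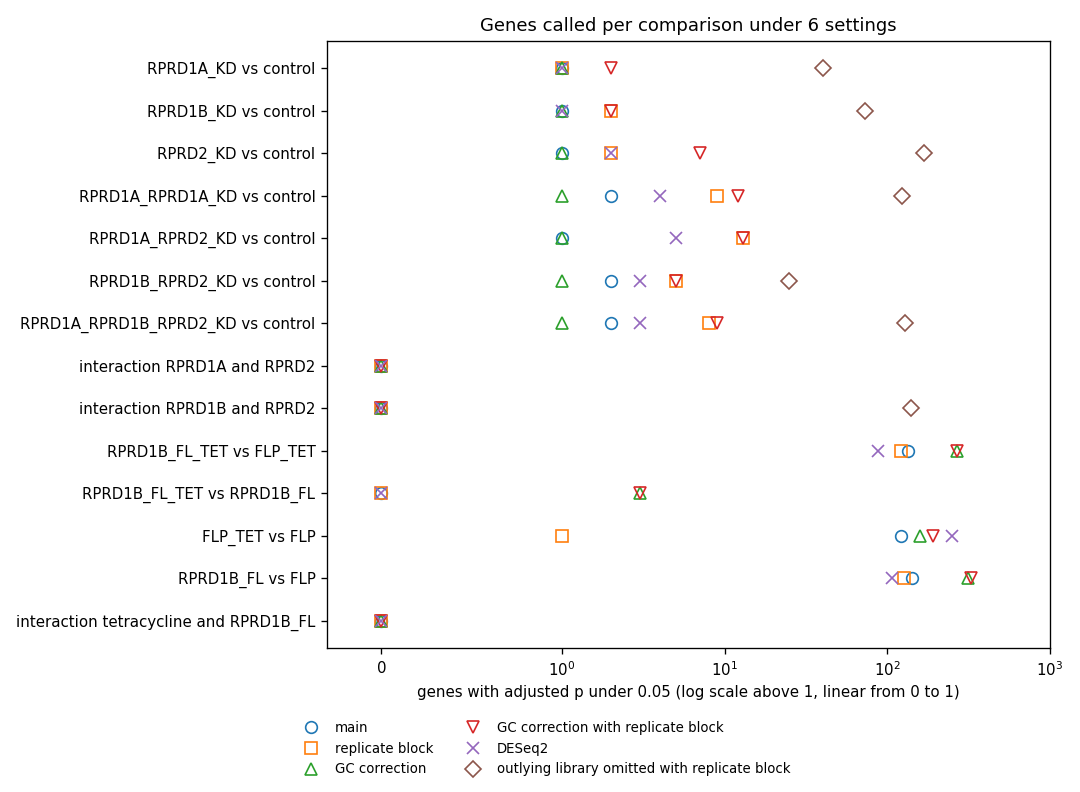
Number of genes with an adjusted p under 0.05 in each comparison (horizontal axis, logarithmic above 1 and linear from 0 to 1) under 6 settings, each with its own symbol. Tetracycline in the parent line gives 122 genes without and 1 gene with the replicate block, and the silenced groups have at most 2 genes under the setting labelled main.

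Whether genes moved in opposite directions when RPRD1B was raised and lowered was asked by correlating RPRD1B_FL_TET against FLP_TET with RPRD1B_KD against the control. Across 11107 genes, which are not independent replicates, the Spearman correlation was 0.016, and 0.017 with the replicate block in both fits (pairing r 0.029 and 0.522). The alternative that moved it most took RPRD1B_FL without tetracycline as the reference and gave -0.14. With that reference the log2 fold changes correlated with transcript GC content with a rho of 0.44, and those of RPRD1B_KD with -0.14. Opposite GC trends alone could give a negative correlation, and no GC-corrected correlation is given. With FLP_TET as the reference, differences between the lines enter as well. Neither value therefore isolates the effect of raised RPRD1B.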

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

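All tests of explanations in this part were chosen only after the results they bear on had been seen.

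The effect of tetracycline on RPRD1B and RPRD1A differed between the 2 Flp-In lines. The difference of log2 fold changes was 1 for RPRD1B and -0.837 for RPRD1A. The difference itself was tested as an interaction in edgeR's quasi-likelihood test, with adjusted p of 0.0037 and 0.0087 over the 3 RPRD genes and 0.99 for both over all genes. For RPRD1B the difference was 0.97 after the GC correction, at least 0.797 when any one of the 8 libraries was left out, and 1.01 with RLE size factors. None of these 3 technical explanations removed it, and it has the direction that induction of an introduced RPRD1B gene would give. For RPRD1A the corresponding values were -0.936, -0.65 and -0.825. The GC correction moved both parts of that difference, the change within the RPRD1B_FL line from -0.85 to -0.64 and that within the parent line from -0.01 to 0.30, so the size of the fall on induction depends on it. Reads shared with its paralog RPRD1B would make RPRD1A rise on induction, and it changed by -0.848. The chromosome 18 shift between the lines was not seen within the RPRD1B_FL line, where tetracycline gave a median of -0.05. None of these explanations removed the difference between the lines, and a lowering of RPRD1A when RPRD1B is raised may be biological. This is only a hypothesis, found and tested on the same data, and it fails the correction over all genes. Silencing of RPRD1B in HEK293T cells did not raise RPRD1A, which had a log2 fold change of -0.77 there.

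The share of reads that fell outside genes, which no comparison uses, was above the control in both replicates in 5 of the 7 silenced groups, beyond the exact Clopper-Pearson 95% binomial intervals. The control had 35.03% (34.98% to 35.08%) in replicate 1 and 27.37% (27.33% to 27.42%) in replicate 2. The mean excess in percentage points was 0.32 in RPRD1A_KD, 1.2 in RPRD1A_RPRD1A_KD, 1.7 in RPRD1A_RPRD2_KD, 1.1 in RPRD1B_RPRD2_KD and 1.4 in RPRD1A_RPRD1B_RPRD2_KD. RPRD1B_KD, at -0.039, and RPRD2_KD, at 0.67 with one replicate below the control, did not meet this. The intervals cover counting error only and so are far narrower than the spread between libraries. The control ranked 3 and 2 from the bottom among the 8 libraries of each replicate number, an order that chance gives with an exact permutation p of 0.16 (one-sided), so chance remains. Libraries numbered 1 and 2 differed by 7 percentage points on average, more than any group from the control. The excess was taken between libraries of the same number, so a difference common to all groups cancels. The difference was not the same in all groups. The shares of replicates 1 and 2 were 34.33% and 29.4% in RPRD2_KD, and 36.66% and 27.85% in RPRD1B_RPRD2_KD. The part that varies between groups does not cancel and is not excluded as a source of the excess. As chance remains, no biological reading is offered.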

How the results depend on the processing

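DESeq2 without independent filtering, the GC correction, the omission of the second RPRD1A_RPRD2_KD library and the crossed block were chosen after seeing the data. The other alternatives were fixed before the data were examined. Where a count changed, the cause was not tested unless a value is given for it.

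Without a filter on low counts, 2 genes were called in each of RPRD1A_KD, RPRD1B_KD and RPRD2_KD, 7 in RPRD1A_RPRD1A_KD, 87 in RPRD1A_RPRD2_KD, 4 in RPRD1B_RPRD2_KD, 6 in RPRD1A_RPRD1B_RPRD2_KD and 41 in the interaction of RPRD1A and RPRD2. In the Flp-In cells it called 229 genes in RPRD1B_FL_TET against FLP_TET, 6 in RPRD1B_FL_TET against RPRD1B_FL, 762 in FLP_TET against FLP (366 higher, 396 lower) and 292 in RPRD1B_FL against FLP.

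DESeq2 called 2 genes in RPRD2_KD, 4 in RPRD1A_RPRD1A_KD, 5 in RPRD1A_RPRD2_KD, 88 in RPRD1B_FL_TET against FLP_TET, and 250 in FLP_TET against FLP (136 higher, 114 lower, against 27 and 95). Of those 250, 65 were among the 122 called by edgeR. DESeq2's independent filtering left 8339 of the 11948 genes of that comparison without an adjusted p, among them its 4 named genes, which therefore have no DESeq2 value with that filtering. Without it DESeq2 called 34 genes there (6 higher, 28 lower), all among the 122, 87 in RPRD1B_FL_TET against FLP_TET, and 2, 4 and 5 in RPRD2_KD, RPRD1A_RPRD1A_KD and RPRD1A_RPRD2_KD. RLE size factors called 126, 121 and 140 genes in RPRD1B_FL_TET against FLP_TET, FLP_TET against FLP and RPRD1B_FL against FLP.

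With the replicate block 2 genes were called in RPRD1B_KD, 2 in RPRD2_KD, 9 in RPRD1A_RPRD1A_KD, 13 in RPRD1A_RPRD2_KD, 5 in RPRD1B_RPRD2_KD, 8 in RPRD1A_RPRD1B_RPRD2_KD and 1 in FLP_TET against FLP. The block lowered the biological coefficient of variation in HEK293T cells from 15.8% to 10.8%, and in Flp-In cells it went from 11.7% to 12%. With crossed numbers RPRD1B_FL against FLP gave 462 genes, including all 141, RPRD1B_FL_TET against FLP_TET gave 262 (80 higher, 182 lower), including all 133, RPRD1B_FL_TET against RPRD1B_FL gave 4, and FLP_TET against FLP gave 1623 (826 higher, 797 lower), including all 122. The crossing was chosen from the same values, so its p may be too small.

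The GC correction called 1 gene in each of RPRD1A_RPRD1A_KD, RPRD1B_RPRD2_KD and RPRD1A_RPRD1B_RPRD2_KD, 266 in RPRD1B_FL_TET against FLP_TET (93 higher, 173 lower, against 27 and 106), 3 in RPRD1B_FL_TET against RPRD1B_FL, 159 in FLP_TET against FLP (41 higher, 118 lower) and 314 in RPRD1B_FL against FLP (100 higher, 214 lower, against 27 and 114). With the replicate block it called 2 genes in RPRD1A_KD, 2 in RPRD1B_KD, 7 in RPRD2_KD, 12 in RPRD1A_RPRD1A_KD, 13 in RPRD1A_RPRD2_KD, 5 in RPRD1B_RPRD2_KD, 9 in RPRD1A_RPRD1B_RPRD2_KD, 268 in RPRD1B_FL_TET against FLP_TET, 3 in RPRD1B_FL_TET against RPRD1B_FL, 191 in FLP_TET against FLP and 328 in RPRD1B_FL against FLP.

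Omitting the second RPRD1A_RPRD2_KD library with the replicate block gave 40 genes in RPRD1A_KD, 73 in RPRD1B_KD, 167 in RPRD2_KD, 123 in RPRD1A_RPRD1A_KD, 25 in RPRD1B_RPRD2_KD, 129 in RPRD1A_RPRD1B_RPRD2_KD and 139 in the interaction of RPRD1B and RPRD2. The coefficient of variation was then 6.39%, and without the block 13.8%, where the counts did not change.

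Fitting only the compared groups gave 1 gene in RPRD1B_RPRD2_KD, 1273 in FLP_TET against FLP, and 196 in RPRD1B_FL_TET against FLP_TET (52 higher, 144 lower, against 27 and 106). A mean count of 50 or more gave 79 genes in RPRD1B_FL_TET against FLP_TET and 0 in FLP_TET against FLP, with 1946 at an unadjusted p under 0.05. An absolute log2 fold change of 1 or more left 77, 48 and 80 genes in RPRD1B_FL_TET against FLP_TET, FLP_TET against FLP and RPRD1B_FL against FLP.

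The median correlation between knockdown groups was 0.56 with shared controls and 0.19 at a mean CPM of 50 or more. The correlation of raised with lowered RPRD1B was -0.011 over called genes, -0.14 against RPRD1B_FL without tetracycline, and from -0.055 to 0.088 when one sample was left out, so its sign is not determined.

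Named genes were tallied under RLE size factors, DESeq2 with and without independent filtering, only the compared groups, the block and the GC correction. Of these values, 235 kept their side of the threshold, 13 became weaker, 6 stronger and 0 reversed. Omission of the second RPRD1A_RPRD2_KD library with the replicate block was not in this tally. That setting moved RPRD1A in RPRD1B_KD and RPRD2_KD, among others, under the threshold. With one sample left out 168 values of named genes stayed within the replicate spread, 24 moved and 0 reversed. Such fits leave 1 sample in a group, so no calls were made. Of the targets RPRD1B had the fewest counts, 8 to 32 in the libraries labelled with its siRNA.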

Other observations

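All tests in this part were chosen only after the results they bear on had been seen.

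The group labelled RPRD1A_RPRD1A_KD had low RPRD1B. Its libraries held 14.3 and 8.11 CPM, under the 19.4 to 37.7 CPM of the 8 libraries whose labels name no RPRD1B siRNA (exact permutation p 0.022, two-sided, the smallest that 45 splits allow). They lay among the 3.99 to 14.8 CPM of the 6 libraries whose labels name it (exact p 0.54). GIPC1, at 64.9 and 69.9 CPM, gave the same p against 138 to 205 CPM and 47.2 to 77.2 CPM. It was named because it was called lower in this group and in those labelled with RPRD1B. Its values are therefore no separate evidence on the label. Silencing RPRD1A alone changed RPRD1B by -0.16, and after the GC correction the fall in this group was still -1.4, so neither accounts for it. A label that names the wrong second target is a candidate explanation. The labels were kept as given in all comparisons.

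GIPC1 was low in the 3 groups whose labels name RPRD1B and in the group labelled RPRD1A_RPRD1A_KD. In the RPRD1B_FL line it was at 230 ± 0.77 CPM (SD, n = 2) with tetracycline, against 191 ± 20 CPM (SD, n = 2) in FLP_TET. Without tetracycline it was at 228 ± 7.5 CPM (SD, n = 2) in RPRD1B_FL and 173 ± 4 CPM (SD, n = 2) in FLP. The libraries did not overlap (233 and 223 against 171 and 176 CPM), so the higher level was seen before induction. No test and no GC-corrected value is given for this difference. On induction GIPC1 had a log2 fold change of 0.01 (adjusted p 0.99 in edgeR's quasi-likelihood test), while RPRD1B rose from 43.5 to 74.2 CPM. Whether it is lowered by an unintended match of the RPRD1B siRNA was not tested, as the siRNA sequences were not used here.

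RPRD1A was lower in the 3 silenced groups whose labels do not name it. The fall closest to 0 was -0.812 after the GC correction and -0.661 over the 12 fits that each left out one library, so neither accounts for it. All 3 falls share the control samples. With the second RPRD1A_RPRD2_KD library omitted and the replicate block, the control differed from the mean of the other 7 groups in 162 genes, and the next group, RPRD2_KD, in 99. With all libraries those numbers were 8 and 9, and RPRD1A_RPRD2_KD stood out with 340. A control that stands apart for its own reasons could therefore produce the shared falls, and a shared effect of silencing would look the same. Most of the interaction calls for RPRD1B with RPRD2 under that setting were higher. A control that is high in those genes would give this direction, since the control enters the interaction with a positive sign. A low RPRD2_KD or RPRD1B_KD would give it too, since these groups enter with a negative sign. The direction therefore does not single out the control.

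RPRD2 was less reduced in combined silencing than in RPRD2_KD. Its log2 difference from RPRD2_KD was 0.90 in RPRD1A_RPRD1B_RPRD2_KD (SE 0.19), 0.55 in RPRD1A_RPRD2_KD and 0.40 in RPRD1B_RPRD2_KD. The adjusted p of edgeR's quasi-likelihood test over 5 such comparisons were 0.001, 0.027 and 0.087, and 0.00018, 0.0098 and 0.053 with the replicate block. RPRD1A and RPRD1B in the triple group differed from their single groups by 0.38 and 0.32 (adjusted p 0.24 and 0.51). The siRNA amounts are not stated, and no explanation was tested.

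The second RPRD1A_RPRD2_KD library deviated from the median library 2.02 times as much as the next library. The ratio was 1.92 after the GC correction and 1.98 after thinning all libraries to the lowest total, so neither GC content nor depth accounts for it. In 308 genes it lay under 50% of the lowest of the other 15 libraries, against at most 2 genes for any other library. Among them, chosen after their values were seen, were THOC3, at 5.35 CPM (16 counts) against 192 to 388 CPM, and RCC2, at 174 CPM against 1180 to 1500 CPM. Its partner with the same label did not share this, and no biological explanation was tested.

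Genes of chromosome 21 and of the short arm of chromosome 5 were lower in the RPRD1B_FL line than in the parent line. A copy number difference between the lines predicts that genes not called would also be lower. Of the 65 chromosome 21 genes not called without tetracycline 92.3% were lower, against 47.7% on chromosomes other than 5 and 21, and of the 68 on the short arm of chromosome 5 94.1% were. This restates that the shift is spread over the region, where 95.2% of all 105 chromosome 21 genes were lower, and does not separate copy number from another regional shift. The chromosome 21 median was -0.75 after the GC correction and -0.71 in the fit with the smallest shift when one library was left out. Tetracycline within the RPRD1B_FL line changed it by 0.015, so RPRD1B induction does not account for it. A lost copy in the RPRD1B_FL line, or a gained one in the parent line, is a candidate explanation for these regions. DNA was not analysed here. The comparison of the lines therefore mixes RPRD1B with differences that were present before induction.

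Tetracycline in the parent line changed genes along their GC content, with a Spearman correlation of 0.55 across genes, at least 0.44 when any one of 4 libraries was left out. GC content may account for part of the 122 calls. After the GC correction 159 genes were called (41 higher, 118 lower), 65 of the 122 among them, so the trend it removes is not the only cause of those 65. Library correlations with GC content were higher with tetracycline in both lines, by 0.84 in the parent line and 0.40 in the RPRD1B_FL line. An exact permutation test within lines (36 arrangements, two-sided) gave p of 0.11. The smallest p these arrangements allow is 2/36, so the test could not pass 0.05 and decides nothing. Between same-numbered libraries every difference was positive, 0.86 and 0.83 in the parent line and 0.42 and 0.37 in the RPRD1B_FL line. An exact sign-flip test over these 4 differences gave p of 0.125 (two-sided), the smallest its 16 arrangements allow. Neither test has the samples to tell an effect of tetracycline apart from variation between library preparations.

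The 8 HEK293T groups were also divided into the 4 whose labels name a gene and the other 4, with the replicate block. For RPRD1A 26 genes were called, 23 of them lower, and 2 of the 35 splits of the groups, this one included, gave as many. For RPRD2 3 genes were called, and 18 of the 35 splits gave as many. The 1 split with more genes than that for RPRD1A, 43 (31 lower, 12 higher), set the 4 groups with low RPRD1B apart from the rest. It is therefore not free of a silencing effect, and the number for RPRD1A is the largest of the remaining splits. As the larger split was set aside after its number was seen, chance is not excluded for the RPRD1A number. The split by low RPRD1B was looked at because its number was the largest. That 1 of the 35 splits gave as many therefore does not exclude chance there. The groups of this split were defined by RPRD1B, itself among the 43. The number for RPRD2 does not exceed what other splits give. These statements concern the counts and not single genes. Chosen after its values were seen, TOR3A (chromosome 1) had means of 151 to 189 CPM in the 4 groups labelled with RPRD2 and 230 to 294 CPM in the other 4 (log2 difference -0.65, adjusted p 4.94e-06). Against the control TOR3A was called in all 4 with the replicate block. Without it the adjusted p of edgeR's test were 0.11 in RPRD2_KD, 0.15 in RPRD1A_RPRD2_KD, 0.26 in RPRD1B_RPRD2_KD and 0.89 in RPRD1A_RPRD1B_RPRD2_KD, and DESeq2 called it in the first 3. NDUFAF3 had a log2 difference of -0.71 (adjusted p 9.21e-06) for RPRD1A and of -0.46 (adjusted p 0.0029) in the split by low RPRD1B. Both were picked from the called genes, so these p are not a separate test.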
